A study of Caenorhabditis elegans with 6 samples. Its data were reported in "Widespread destabilization of Caenorhabditis elegans microRNAs by the E3 ubiquitin ligase EBAX-1" (2025).

How the data were processed

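Poly(A)+ RNA of *C. elegans* was sequenced in 6 libraries: 2 of wild-type (N2) and 2 of *ebax-1(tm2321)* (CZ9907) starved L1 larvae, and 1 each of wild-type (N2) and *ebax-1(tm2321)* (FX02321) gravid adults. Worms were grown at 20 °C and synchronized by bleaching. L1 larvae were taken after hatching overnight without food, and adults after about 68 h of growth with food. Libraries were made with a stranded kit from 3 µg total RNA of larvae or 10 µg of adults. The study describes the larval libraries as independent biological replicates.

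The authors deposited raw read counts per gene, with no normalization. By the study's methods and the submitters' processing notes, short single-end reads were aligned with STAR 2.7.1a, only unique alignments were kept, and featureCounts assigned them to annotated coding sequence on the reverse strand. The annotation is named as WS245 in the methods and the build as WBcel235 in the processing notes. Counting unique alignments over coding sequence leaves out untranslated regions and reads shared by near-identical genes, so levels of recent paralogs are uncertain, and overlapping genes on the same strand compete for reads. The strand-aware counting separates antisense genes. The authors used DESeq2 for their own comparison. The gene table held 20447 genes, of which 20159 had a position and 19620 a symbol in the WBcel235 annotation used here for names and coordinates. Gene IDs outside that annotation held 0.180% to 0.214% of the counts of a library.

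Total counts ran from 10937932 to 13425500 in the L1 libraries and were 21328335 and 13148409 in the adult libraries. Replicates of a genotype differed by more than counting noise, with a chi-square per degree of freedom of 3.98 in wild type and 6.42 in the mutant, so none was treated as a duplicate deposit. Pearson correlations of log2 CPM were 0.991 and 0.990, across genes, which are not independent replicates.

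L1 genotypes were compared with edgeR 4.0.16 in R 4.3.3: filterByExpr with a minimum count of 10 (13756 genes), TMM factors, and the quasi-likelihood F-test, two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. The fit used the 4 L1 libraries, with genotype as the only term. The median of all log2 fold changes was 0.00603. With 2 libraries per group an exact permutation test could not pass this threshold, and the p-values rest on edgeR's pooled estimate of spread. Gene lists were tested with camera (limma 3.58.1, preset correlation 0.01, prior count 2), adjusted over the lists tested, and with an estimated correlation and fry beside it. A list needed 5 tested members. The 35 lists were fixed before the data were examined, as were the design, the alternatives and the rule for named genes, except where the text says otherwise. They cover microRNA and piRNA biology, metabolism, stress and immunity, cell division, germline and embryo, tissues including those of adults, and EBAX-1 partners, and each is reported by name. The list of reported miR-35 family targets rests on earlier work and not on these libraries.

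Adults have 1 library per genotype and no test. Their log2 fold changes are on TMM-scaled CPM with a prior count of 1, over genes with at least 50 counts in the sum of both libraries. A list's median was placed among 10000 random lists of the same size matched on mean expression in 20 bins. Ratios of adult counts have exact binomial intervals at 95%, and a count of 0 is set against a floor of 3 counts. Agreement between stages was the share of genes called in L1 larvae with the same sign in adults, set against 10000 matched random lists. An interaction term was fitted over all 6 libraries.

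Named genes were *ebax-1* and *emb-9*, whose transcript carries a site for an EBAX-1-sensitive microRNA. In L1 larvae they were the 10 highest and 10 lowest called genes with at least 5 CPM in a genotype and no overlap of libraries, and in each list up to 4 called genes with the smallest adjusted p, or up to 2 where none passed. In adults they were the 5 highest and 5 lowest with at least 100 counts and the 3 largest changes in the chromosome IV interval. For both stages they were up to 10 genes changed at least 2-fold with the same sign.

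The L1 and list steps were tested on counts simulated with the wild-type means, the average spread at each expression level and the library sizes of the L1 data, over 13756 genes. For the L1 test, 200 genes were changed in each of 3 draws. The L1 test called 12.9% of genes changed 1.25-fold, 49.8% of those changed 1.5-fold and 75.8% of those changed 2-fold, and 3.50% of its calls were false. In the data 2278 genes were called. The Benjamini-Hochberg cut is stricter when fewer genes change, so these shares do not give the power of the actual comparison. Camera called 20 of 20 lists raised 1.3-fold and 0 of 180 random lists. Genes were simulated independently of each other, so this does not cover lists whose members vary together. For the adult percentiles, values with a trend over mean expression plus independent random noise were simulated for 13563 genes. Of 100 random lists, 5 lay outside the central 95%. This checks the matching on expression only, and not lists of genes that move together.

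The alternatives were RLE and total count scaling, DESeq2 1.42.0, limma-voom, glmTreat, other count minimums, all 6 libraries in 1 fit, the replicate number as a block, each L1 library left out, other intervals and other set tests. A comparison of genes with and without miR-35 family sites in their 3' untranslated regions was planned and is not analysed here, since it needs a genome sequence. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.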

Results

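Poly(A)+ RNA was profiled in wild-type *Caenorhabditis elegans* (strain N2) and in *ebax-1(tm2321)* mutants at 2 stages, as read counts per gene over coding sequence. EBAX-1 is the nematode ortholog of ZSWIM8, the substrate receptor of an E3 ubiquitin ligase that leads to the decay of certain microRNAs. Starved L1 larvae, the first larval stage, gave 2 libraries per genotype, and gravid adults gave 1 library per genotype. The wild-type L1 libraries held 13425500 and 12555317 counts, and the mutant L1 libraries held 11401529 and 10937932. The adult libraries held 21328335 counts in wild type and 13148409 in the mutant. The L1 mutants were strain CZ9907 and the adult mutants were strain FX02321, so stage and mutant strain differ together. Levels are given as CPM, library-scaled counts after TMM normalization, with the mean and SD of 2 libraries in L1 larvae, and with no replicate check in adults. Intervals and floors cover counting error only.

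The targeted gene was examined first. *ebax-1* (WBGene00004140, WBcel235 chromosome IV, 10286955 to 10293013, plus strand) fell in mutant L1 larvae from 75.0 ± 1.43 to 43.5 ± 3.84 CPM (SD, n = 2), a log2 fold change of -0.79 (SE 0.0972, edgeR adjusted p = 5.07e-06). In adults it stood at 1051 counts in wild type and 275 counts in the mutant, or 49.8 and 20.7 CPM. The adult ratio of mutant to wild type was 0.415 (95% exact binomial interval 0.362 to 0.474). Each count sums over the whole coding sequence, and the part removed by the *tm2321* allele was not separated here. The remaining counts therefore do not measure intact transcript. *emb-9* (WBGene00001263), which encodes a type IV collagen of basement membranes, did not pass the test in L1 larvae (log2 fold change -0.06, edgeR adjusted p = 0.690). In adults *emb-9* stood at 8094 counts in wild type and 8491 in the mutant, a log2 fold change of 0.73 after scaling.

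**Figure D1:**
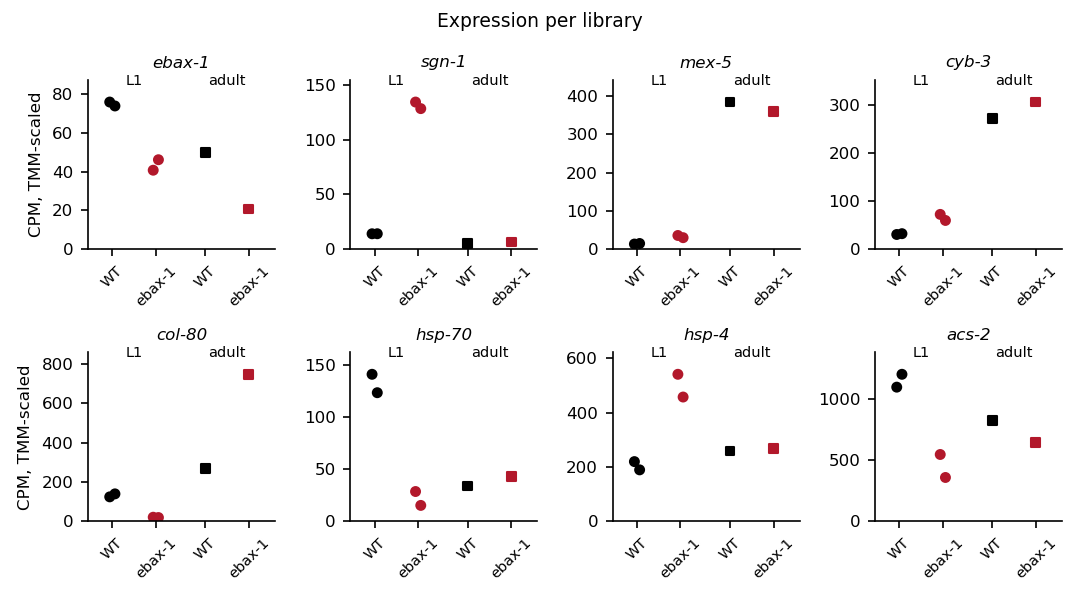
TMM-scaled CPM of 8 genes in each library, with wild type in black and *ebax-1* mutants in red, circles for the 2 L1 libraries per genotype and squares for the 1 adult library per genotype. In L1 larvae *ebax-1* fell from 75.0 to 43.5 CPM and *sgn-1* rose from 14 to 131 CPM.

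Which mRNAs change when EBAX-1 is lost was asked in L1 larvae, a stage in which the miR-35 family accumulates in the mutant. Of 13756 genes tested, 907 rose and 1371 fell in *ebax-1* larvae. Among called genes with at least 5 CPM in a genotype, the largest rise was that of *sgn-1* (WBGene00004790, chromosome II, 8782008 to 8783670), from 14 ± 0.0247 to 131 ± 4.25 CPM. Its log2 fold change was 3.23 (SE 0.104, edgeR adjusted p = 7.54e-15). With the same minimum, cuticle collagens made up 5 of the 10 largest falls, including *col-93* (chromosome III, 10984552 to 10985609), which went from 36.4 ± 2.13 to 1.27 ± 0.166 CPM. The heat-inducible cytosolic chaperone gene *hsp-70* (chromosome I, 9320325 to 9322519) fell from 133 ± 12.5 to 22 ± 9.45 CPM, a log2 fold change of -2.59 (SE 0.16, edgeR adjusted p = 2.58e-10).

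Among the 10 largest rises of called genes with at least 5 CPM in a genotype, 4 genes were neighbours on chromosome V, between 15087656 and 15091114. They were *C01G10.17*, *C01G10.6*, *C01G10.4* and *C01G10.5*, with log2 fold changes of 2.72, 1.66, 1.65 and 1.61. The others were *F22E5.6* (2.02), the C-type lectin gene *clec-33* (1.88), the P granule gene *meg-1* (1.81), *T20G5.8* (1.71) and *sdz-35* (1.62). Each of these 9 genes had at most 35.3 CPM in the mutant. Among the 10 largest falls with this minimum, the collagens *col-80* and *col-160* were abundant in wild type, at 132 ± 10.8 and 501 ± 85 CPM. They dropped to 19.8 ± 1.13 and 63.1 ± 7.61 CPM, log2 fold changes of -2.73 and -2.99. *col-93*, *col-159* and *col-101* had log2 fold changes of -4.83, -4.48 and -2.61. *col-159* and *col-160* overlap on the same strand of chromosome V, so their counts are not wholly separable. The chemoreceptor gene *srw-85* (chromosome V, 19429387 to 19431136) fell from 60.8 ± 1.24 to 2.96 ± 1.31 CPM (-4.37). *W10G11.2* and *pud-4* fell with log2 fold changes of -3.27 and -2.64. *ZK228.4* (chromosome V, 18462787 to 18465426) stood at 5.41 ± 0.334 CPM in wild type and had 0 counts in both mutant libraries. Against a floor of 3 counts over the mutant group, it was at least 42.6-fold lower.

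The called genes were tested with edgeR's quasi-likelihood F-test at a Benjamini-Hochberg adjusted p of 0.05, and both mutant libraries lay on one side of both wild-type libraries for all 2278 of them. That separation held for 56.2% of all tested genes, where chance gives 33.3%. The median absolute log2 fold change of called genes was 0.55. At least a 2-fold change was seen in 194 genes that rose and 186 that fell. The median wild-type level was 16 CPM for genes that rose, 73.2 CPM for genes that fell and 15.7 CPM for all tested genes. DESeq2 called 1267 genes, 380 higher and 887 lower, and the wild-type libraries bore on the count, with 1470 calls without wild-type replicate 1 and 1359 without wild-type replicate 2. Scaling by total count moved the median log2 fold change of all tested genes from 0.00603 to 0.17 and the share of calls that were higher from 39.8% to 76.3%, so directions here are relative to the bulk of genes.

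**Figure D2:**
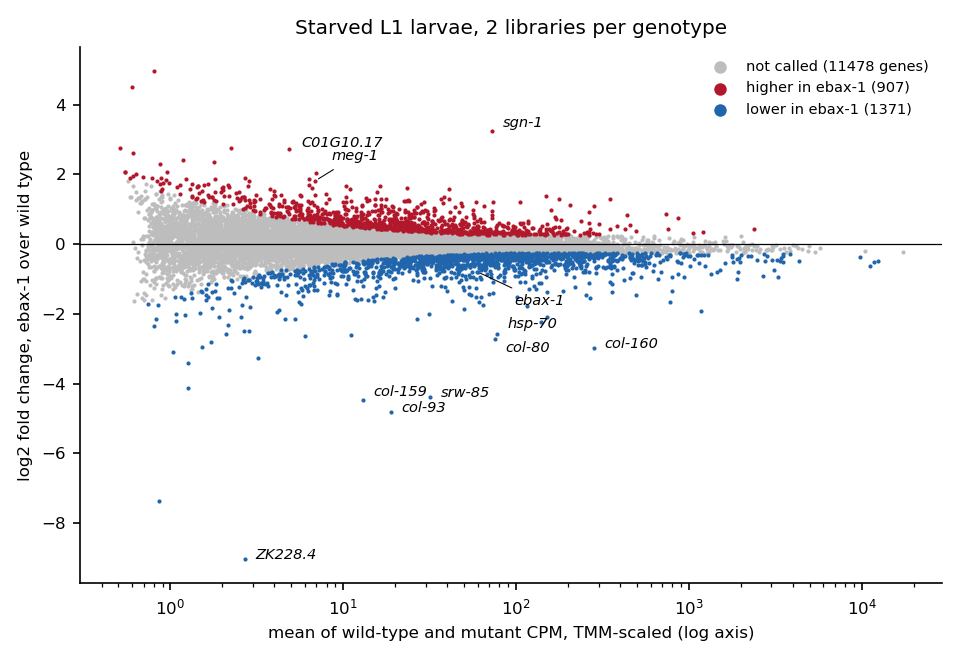
Log2 fold change of *ebax-1* over wild-type L1 larvae against the mean of both genotypes' TMM-scaled CPM (log axis), 1 point per tested gene, from 2 libraries per genotype. Red points are the 907 genes that rose and blue points the 1371 that fell, and the fitted value of *ZK228.4*, at 0 counts in the mutant, depends on the prior count.

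In lists of the maternal germline and of cell division, more genes rose than fell in *ebax-1* L1 larvae, though most members did not pass the test. Of 29 maternal and oocyte genes tested, 12 rose and 0 fell (15 and 0 adjusted over the list alone), with a median log2 fold change of 0.63. Among them were *mex-5* (13.8 ± 1.05 to 32.5 ± 4.05 CPM), its close relative *mex-6* (1.5), *spn-4* (1.23) and *pos-1* (1.07), all of which encode RNA-binding proteins of the oocyte and early embryo. Of 42 cell cycle and DNA replication genes, 19 rose and 0 fell (23 and 1 adjusted over the list alone), with a median of 0.46. The B-type cyclin genes *cyb-3* (31.2 ± 1.21 to 65.9 ± 8.94 CPM, edgeR adjusted p = 3.74e-07) and *cyb-1* (0.96), the replicative helicase subunit *mcm-7* (0.88) and the ribonucleotide reductase subunit *rnr-2* (0.84) were among them. Of 30 germline P granule genes, 7 rose and 0 fell (11 and 0 adjusted over the list alone), with a median of 0.51, including the translational repressor *gld-1* (1.43), the Argonaute *wago-1* (0.90) and *pgl-1* (0.86). These lists shared 1 gene. The camera adjusted p was 1.05e-06 for maternal and oocyte genes, 5.01e-09 for cell cycle genes and 1.63e-05 for P granule genes, and the adjusted p was 0.573 for each with an estimated correlation. Yolk and sperm genes, which adults express, did not pass: 0 of 3 vitellogenin genes and 0 of 5 sperm genes were called (0 and 0 adjusted over the list alone in both). Their leading members had log2 fold changes of 0.64 for *vit-6*, -0.20 for *vit-1*, 0.18 for *spe-15* and -0.34 for *spe-10*.

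In lists of lipid and starvation metabolism, more genes fell than rose. Of 38 fatty acid metabolism genes, 22 fell and 0 rose (25 and 1 adjusted over the list alone), with a median log2 fold change of -0.39. The acyl-CoA synthetase gene *acs-2*, which also stands in the starvation list, went from 1148 ± 74.2 to 452 ± 133 CPM (log2 fold change -1.35, SE 0.131, edgeR adjusted p = 2.33e-07). The fatty acid elongase genes *elo-5* and *elo-6* changed by -1.28 and -1.34, the desaturase gene *fat-6* by -0.95, and *hacd-1* by -2.01. Of 30 genes of the DAF-16 and starvation response, 13 fell and 2 rose (13 and 2 adjusted over the list alone), with a median of -0.20. They included the metallothionein *mtl-1* (-1.03), the glyoxylate cycle enzyme *icl-1* (-0.94) and the gluconeogenic enzyme *pck-2* (-0.86). Under total count scaling the medians were -0.23 for fatty acid metabolism and -0.04 for the starvation response. The camera adjusted p was 2.72e-12 for fatty acid metabolism and 2.15e-04 for the starvation response, and the adjusted p was 0.573 for both with an estimated correlation.

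Of 170 xenobiotic detoxification genes, 33 fell and 7 rose (36 and 10 adjusted over the list alone), with a median of -0.10. The glutathione transferase *gst-20* and the cytochromes P450 *cyp-32B1* and *cyp-37B1* changed by -0.83, -0.79 and -0.70, and the list's *hsp-4*, an endoplasmic reticulum chaperone, rose by 1.29. The camera adjusted p was 0.0322, and the adjusted p was 0.811 with an estimated correlation. The call was lost without wild-type replicate 1 (adjusted p = 0.123) and without *ebax-1* replicate 2 (adjusted p = 0.311), and under total count scaling the median was 0.06 while camera still placed the list below other genes. The median was -0.07 without wild-type replicate 1, -0.17 without wild-type replicate 2 and -0.20 without *ebax-1* replicate 1. Of 12 mitochondrially encoded genes, 6 fell and 0 rose (6 and 0 adjusted over the list alone), with a median of -0.22. *COX3* changed by -0.55 and *ND1*, which overlaps a neighbouring gene, by -0.49. Their camera adjusted p was 0.0106, and the adjusted p was 0.811 with an estimated correlation. That call was lost without wild-type replicate 2 (adjusted p = 0.156) and without *ebax-1* replicate 2 (adjusted p = 0.626). The median was -0.48 without *ebax-1* replicate 1, -0.13 without *ebax-1* replicate 2 and -0.06 under total count scaling.

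Pharyngeal genes rose in part and collagens moved in both directions. Of 23 pharynx genes, 7 rose and 0 fell (8 and 0 adjusted over the list alone), with a median of 0.23. *phat-4* (0.74) and the intermediate filament gene *ifa-1* (0.61) were among them. The pharynx list had a camera adjusted p of 0.00108, an adjusted p of 0.811 with an estimated correlation, and an adjusted p of 0.178 without *ebax-1* replicate 2. The median was 0.36 without *ebax-1* replicate 1, 0.14 without *ebax-1* replicate 2 and 0.39 under total count scaling. Of 87 collagens tested, 21 fell and 15 rose (22 and 17 adjusted over the list alone), with a median of -0.17 and a mean of -0.37. The collagen median was -0.11 without wild-type replicate 1, -0.27 without *ebax-1* replicate 2 and -0.01 under total count scaling. *col-42* (1855 to 491 CPM) changed by -1.92. Their camera adjusted p was 0.0184, and the adjusted p was 0.573 with an estimated correlation. The heat shock and chaperone list did not pass (camera adjusted p = 0.177), with 16 members that fell and 7 that rose of 54 (20 and 9 adjusted over the list alone). Its median was 0.0000774 and its mean -0.13, and its camera adjusted p lay between 4.08e-06 and 0.00846 when any 1 of the L1 libraries was left out. The 4 members with the smallest p all fell: *hsp-70*, *hsp-16.2* (-2.08), *dnj-13* (-1.77) and *hsp-110* (-1.67).

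**Figure D3:**
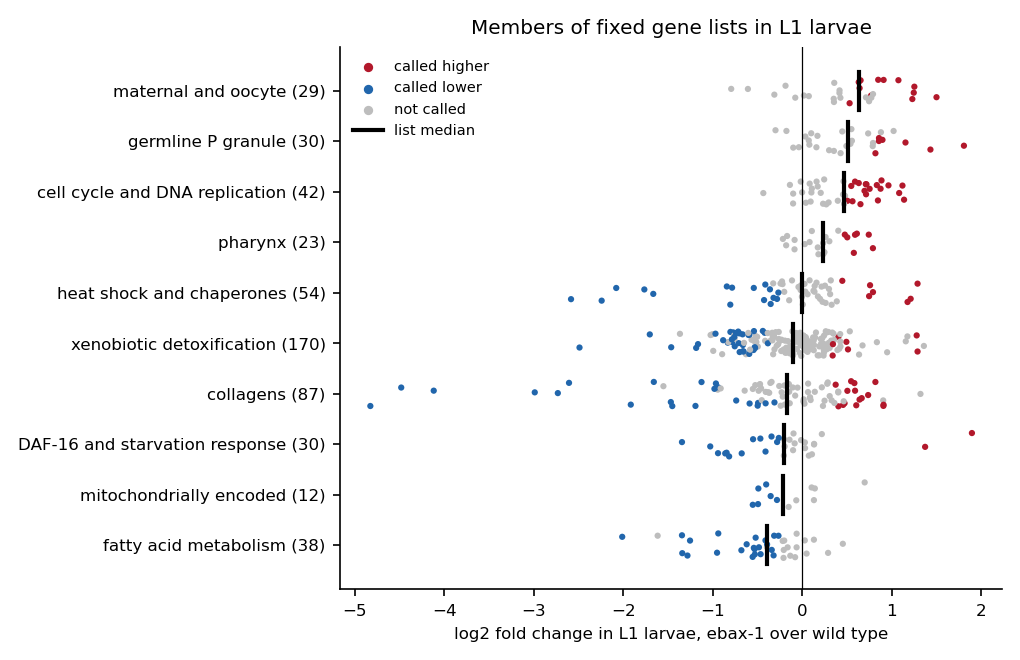
Log2 fold change of *ebax-1* over wild-type L1 larvae (2 libraries per genotype) for each tested member of 10 gene lists, with the number tested in parentheses. Red points rose, blue points fell, grey points did not pass, and black bars are list medians, from -0.39 for fatty acid metabolism to 0.63 for maternal and oocyte genes.

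The other lists did not pass camera, and the counts in parentheses here are adjusted over the list alone. Of 140 innate immunity genes, 27 rose and 27 fell (29 and 28), among them the C-type lectin genes *clec-87* (1.20), *clec-1* (-1.29) and *clec-72* (-0.94), and *dod-22* (-1.59). Of 128 neuronal genes, 16 rose and 8 fell (16 and 9). *mec-7*, a tubulin of touch receptor neurons, rose by 0.70 and the neuropeptide-like gene *nlp-34* by 1.16. *egl-21* (-0.63) and *flp-6* (-0.58) fell. *nlp-34* stands in a run of 6 neighbouring genes named as neuropeptide-like, all higher in L1 larvae. The neuron list takes in more than 1 gene of this run. Such a name does not show that a gene acts in neurons, so the 16 rises do not stand for neurons as a tissue. Of 40 intestinal genes, 7 rose and 11 fell (9 and 14), including the cathepsin B-like genes *cpr-4* (1.39) and *cpr-1* (-0.84). Of 32 body wall muscle genes, 1 rose and 9 fell (2 and 9), with the myosin gene *unc-54* at -0.52 and *tnt-2* at -0.65. Molting and hedgehog-related genes gave 6 rises and 7 falls of 73 (7 and 9), with *ptr-13* at -1.32 and *ptr-22* at 0.96. Of 31 intracellular pathogen response genes, 2 rose and 6 fell (2 and 6), including *pals-14* (-1.37) and *pals-38* (-0.97). Insulin-like peptides gave 1 rise and 5 falls of 16 (1 and 5), with *ins-11* at 1.42 and *ins-30* at -1.21. Coelomocyte and excretory genes gave 1 rise and 5 falls of 21 (1 and 5), including *vha-5* (-0.70).

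For microRNA biology, 1 of 5 reported miR-35 family targets rose and 1 fell (1 and 1 adjusted over the list alone), the rise being *gld-1* and the fall *ndk-1* (779 to 453 CPM, log2 fold change -0.78). This short list does not show how predicted targets moved as a whole. The planned comparison of genes with and without miR-35 family sites was not run. The heterochronic pathway gave 3 falls of 13 genes and 0 rises (3 and 0), with *lin-41* at -0.69, *alg-1* at -0.30 and *sea-2* at -0.34. The microRNA machinery gave 1 rise and 3 falls of 20 (1 and 3), with the Argonaute *alg-5* at 0.73. Of 7 EBAX-1 ligase and chaperone partners, 2 rose and 0 fell (3 and 0): *ned-8*, which encodes a ubiquitin-like modifier of cullins (1.03), and the RING subunit *rbx-1* (0.41). The piRNA pathway had 0 calls of 17 (0 and 0), and RNAi and 22G genes had 4 rises of 29 (4 and 0). Histones gave 3 rises and 2 falls of 21 (4 and 2), ribosomal proteins 3 rises of 79 (1 and 0), and the proteasome 2 rises and 1 fall of 34 (1 and 1). Hypodermis and seam genes gave 1 rise and 2 falls of 28 (1 and 2), ciliated sensory neuron genes 4 falls of 42 (0 and 4), and axon guidance genes 3 falls of 37 (0 and 1). Basement membrane genes gave 1 fall of 22 (0 and 0), early embryonic zygotic genes 3 rises and 1 fall of 11 (4 and 1), and Hox genes 1 rise of 11 (1 and 0).

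Camera with a preset correlation passed 9 of the 34 lists tested. With an estimated correlation 0 passed (2 at an unadjusted p under 0.05), fry passed 0 (11 unadjusted, lowest adjusted p = 0.0829), and fry's mixed test, which asks for change in either direction, passed 29.

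The adult libraries were made to ask whether protein-coding genes move with a group of lowered piRNAs on chromosome IV (WBcel235, genes from 4761049 to 5220169). The study proposes that a second mutation in the *tm2321* line, independent of *ebax-1*, lowered these piRNAs. The mutant adult library was strain FX02321, and whether piRNAs were lowered in that strain was not examined here. The 62 protein-coding genes of this interval with at least 50 counts over both libraries had a median log2 fold change of -0.03. That median lay at percentile 36.5 of 10000 random lists matched on expression, whose central 95% ran from -0.11 to 0.08. With the interval widened by 500 kb on each side the median was -0.06 (percentile 2.13), and in the flanks alone it was -0.09 (percentile 0.57). Of the 62 genes, 29 were above 0, 33 below 0, and 0 changed at least 2-fold. The extremes were *ssp-9* (WBGene00006038) at -0.91 (117 and 39 counts), *T08B6.9* at -0.82 (303 and 108 counts) and *R11E3.2* at 0.87 (29 and 34 counts). With 1 library per genotype there is no replicate test. Of the 37 genes of the interval tested in L1 larvae, 3 rose and 4 fell.

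**Figure D4:**
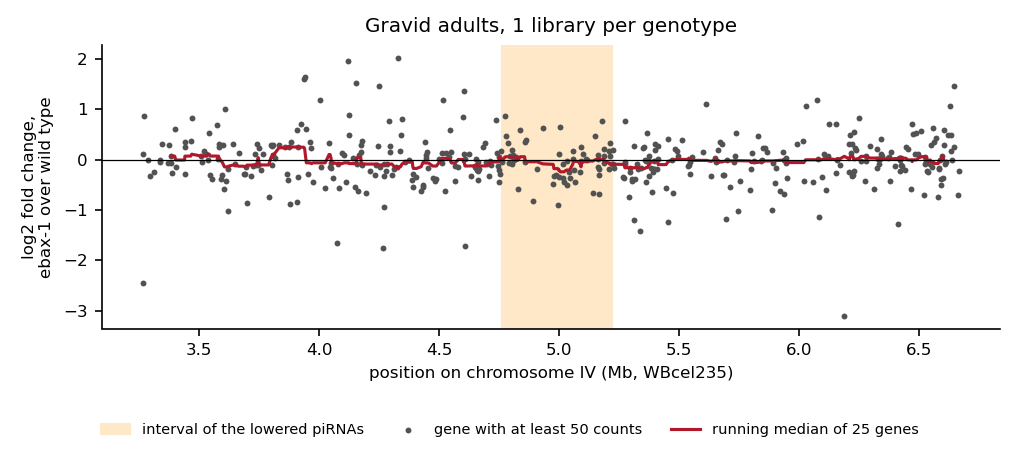
Log2 fold change of *ebax-1* over wild-type gravid adults (1 library per genotype) along part of chromosome IV (Mb, WBcel235), 1 point per gene with at least 50 counts over both libraries, with a running median in red. Shading marks the interval of the lowered piRNAs, where the median of 62 protein-coding genes was -0.03.

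Of all 13563 genes measured in adults, 433 were at least 2-fold higher and 368 at least 2-fold lower in the mutant adult library. The highest were *Y49G5A.1* (13 counts in wild type and 296 in the mutant, ratio 36.1, 95% exact binomial interval 20.8 to 68.6), *ech-9* (9 and 153 counts), the collagens *col-145* (11 and 103) and *col-156* (log2 fold change 3.69), and *F55G11.4* (175 and 1448). The lowest were the secreted SCP-like genes *scl-11* (767 and 0 counts, at least 161-fold lower against a floor of 3 counts), *scl-12* (1130 and 1) and *scl-13* (729 and 1), *oac-39* (372 and 0, at least 78.2-fold lower), and *ZK228.3* (251 and 0, at least 52.8-fold lower). *scl-12* and *scl-13* are neighbours on chromosome V. Among the gene lists, collagens had an adult median of 0.16, body wall muscle 0.33, basement membrane 0.53 and the intracellular pathogen response 0.34, each at percentile 100 of matched random lists. Ciliated sensory neuron (0.33), innate immunity (0.09), axon guidance (0.14), vitellogenins (0.28) and early zygotic genes (0.40) also lay above the central 95%. Ribosomal proteins (-0.41), neuron (-0.38), sperm (-0.33) and proteasome genes (-0.19) lay at percentile 0. Fatty acid metabolism (-0.14), the starvation response (-0.16), pharynx (-0.18) and germline P granule genes (-0.10) lay below the central 95%. Cell cycle (-0.04) and maternal and oocyte genes (-0.02) lay within it. The random lists were matched on mean expression and not on coding length. With 1 library per genotype, these positions do not separate a change of a tissue or pathway from a difference between the libraries.

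Genes called in L1 larvae tended to keep their sign in adults. Of 2148 measured in both stages, 1306 (60.8%) had the same sign, where the central 95% of matched random lists ran from 48.5% to 52.4%. The share was 60.2% of 835 genes that rose in L1 larvae and 61.2% of 1313 that fell. At least 2-fold in both stages and with the same sign were 17 higher and 21 lower genes. *srw-85* (87 and 4 adult counts), *spp-11* (449 and 4), *catp-3* (12338 and 1471), *F54C1.1* (230 and 50), *cyp-35B1* (148 and 32), *pud-4* (1239 and 265) and WBGene00018448 (73 and 7) were low in the mutant in both, as were the neighbours *ZK228.3* and *ZK228.4* (329 and 2), and *F07H5.13* (52 and 99) was high. The adult log2 fold change was -2.40 for *catp-3*, a member of the P-type ATPase family, beside -1.52 in L1 larvae. Opposite signs at 2-fold or more were seen in 24 genes, of which 20 were lower in L1 larvae and higher in adults, 8 of them collagens. *col-101* (2679 and 9483 adult counts) and *col-80* (5681 and 9939) were among these. Across the genes called in L1 larvae, Spearman's rho between the stages was 0.209, and genes are not independent replicates. An interaction term, which assumes that the single adult libraries vary as the L1 replicates do, passed for 743 of the 2278 called genes (edgeR adjusted p of 0.05), and choosing genes by their L1 change favours such a difference.

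**Figure D5:**
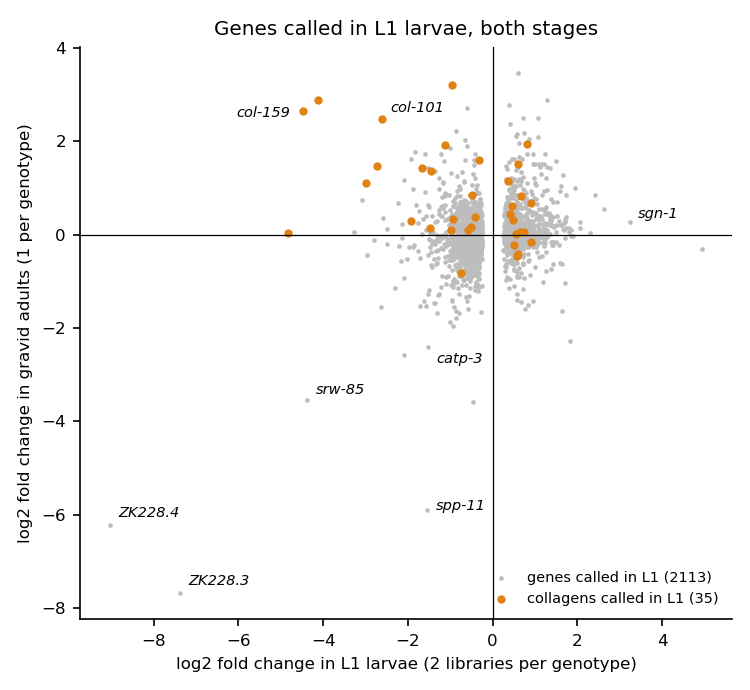
Log2 fold change of *ebax-1* over wild type in gravid adults (1 library per genotype) against that in L1 larvae (2 libraries per genotype), 1 point per gene called in L1 larvae and measured in adults. Of these 2148 genes, 60.8% had the same sign in both stages, and collagens are in orange.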

Values the study reported

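At an adjusted p threshold of 0.05, the study reported 765 mRNAs that went down and 289 that went up in *ebax-1* L1 larvae. It also reported that predicted miR-35 family targets were in general more repressed in these larvae than control mRNAs without such sites. It described a larger effect for targets whose sites are conserved among nematodes. It reported an increase of about 20-fold in miR-35 in mutant L1 larvae by RNA blot, and 22 EBAX-1-sensitive microRNAs over all stages examined. In adults it described 57 piRNAs with lowered levels, nearly all from a region of 0.46 Mb on chromosome IV, in which it listed 46 protein-coding genes as not changed. It did not find the piRNAs of this region similarly lowered in adults with another null allele, *ju699*. The study therefore proposes a second mutation in the *tm2321* line, independent of *ebax-1*, as their cause.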

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

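The test of somatic gene lists was chosen only after the adult lists had been seen. An interaction term over all 6 libraries asked whether the genotype difference in adults equalled that in L1 larvae. It assumes that the single adult libraries vary as the L1 replicates do, and mutant strain and stage change together. Choosing genes by a large change in 1 stage favours a difference of this kind. Of 32 genes named by default or at an end of a ranking, 17 differed under TMM, RLE and total count scaling (edgeR adjusted p from 4.15e-12 to 0.0315), as did 57 of the 110 other named genes. The difference, adult minus L1 log2 fold change, was 4.82 for *col-93*, 7.09 for *col-159*, 4.04 for *col-160*, 4.16 for *col-80*, 5.05 for *col-101* and 3.42 for *col-145*, all cuticle collagens. It was 0.75 for *emb-9*, 3.30 for *W10G11.2*, 2.90 for *hsp-70*, 1.04 for *pud-4*, 4.89 for *ech-9* and 3.38 for *F55G11.4*. It was -3.02 for *sgn-1*, -1.79 for *meg-1*, -2.80 for *T20G5.8*, -4.61 for *spp-11* and -0.93 for *catp-3*. *sgn-1*, with a log2 fold change of 3.23 in L1 larvae, had 0.26 in adults.

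Of 87 collagens, 21 fell and 15 rose in mutant L1 larvae (adjusted p = 0.573 for the list with an estimated correlation), and of 20 that fell and were measured in adults, 19 were above 0 there (median log2 fold change 0.98), as were 11 of 15 that rose. Whether a larger share of all somatic RNA in the mutant adult library played a part is not settled. Its test rests on 1 library per genotype, and the lists were seen before the test was chosen. On its own such a share would not move somatic lists apart. Yet 2 of 5 (body wall muscle, median 0.33, and ciliated sensory neuron, 0.33) lay above the central 95% of matched lists. The neuron list lay at percentile 0 with a median of -0.38. Other lists went with a larger somatic share: basement membrane (0.53) and axon guidance (0.14) lay above the central 95%, and sperm (-0.33) and germline P granule genes (-0.10) below. Whether a few collagens decide the L1 result cannot be told apart from a change of the whole list: without the 10 lowest, the list median was -0.0802, between the bounds set for either answer. A shift in developmental timing between the genotypes, which would touch collagens made in different molts, is a biological hypothesis that these stages do not test.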

How the results depend on the processing

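The glmTreat test, leaving out genes shared by the cell cycle, maternal and germline lists (9 lists passed), the stage comparison without these lists, and the RLE and total count versions of the interaction were chosen after seeing the data. The count of 2278 genes called in L1 larvae was 1267 with DESeq2 (1262 shared, 6073 genes without an adjusted p), 1208 with DESeq2 among genes of at least 5 CPM in wild type, and 1252 with glmTreat against a log2 fold change of 0.2, which asks for a larger change. The cause of the DESeq2 difference was not tested. Leaving out 1 L1 library, so that a lone library is assumed to vary like the others, gave 1359 to 2396 calls, 1470 without wild-type replicate 1 and 1359 without wild-type replicate 2. The other settings gave 2110 to 3069, the highest under total count scaling, with 2341 higher and 728 lower. Of 131 named genes called in L1 larvae, 95 kept the call under every alternative that gave them a value, 36 lost it in at least 1, and 0 reversed. The labels do not say whether replicate numbers pair the L1 libraries. Deviations of same-numbered libraries were nearly uncorrelated (-0.00758), which does not settle it. With the replicate block, 2249 genes (2178 shared) and 9 lists were called, and 60.9% of calls had the same sign in adults. The 9 lists passing camera became 0 with an estimated correlation and 0 with fry, which estimate the spread of a list from 2 residual degrees of freedom. Other settings gave 9 to 13 lists, and 9 to 12 with a library left out. The chromosome IV median of -0.03 was -0.0897 (percentile 0.57) in the flanks of 500 kb alone and -0.0638 (percentile 2.13) with the interval widened, the cause was not tested, and the 5 other settings gave -0.03 to 0.004. The share with the same sign in both stages ran from 59.1% to 63.0%, always at percentile 100. Interaction calls were 743, 740 with RLE factors and 751 with total counts. The planned test of miR-35 site genes was not run. At this depth and with 2 libraries per group, 12.9% of the smallest simulated changes were found against 75.8% of 2-fold changes, and other depths were not simulated. These shares hold for 200 changed genes per draw, fewer than the 2278 called, and a larger number of changed genes was not simulated. Adult values were limited to genes with at least 50 counts.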

Other observations

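The tests of adult RNA and of embryos, the runs of neighbouring genes, the symbol families, the list levels within libraries and the genes lost in adults were chosen only after the data had been seen. Genes called in the same direction clustered along the chromosomes. There were 10 runs of at least 4 neighbouring tested genes (51 genes), where 10000 shuffles of the calls gave a median of 1 and at most 9. They included 6 neuropeptide-like genes from *nlp-34* to *nlp-27*, all higher (median log2 fold change 0.84), the 5 genes from *C01G10.15* to *C01G10.17*, all higher (1.65), and 4 genes from *dod-24* to *dod-22*, all lower in L1 larvae (-1.11), of which the 3 measured in adults were higher there (1.73). Shuffling ignores operons and shared regulation.

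Among 110 gene families formed from symbols outside the fixed lists, the *sec* symbols, which cover several kinds of secretory pathway proteins, had 9 of 19 members higher and 0 lower in L1 larvae (median 0.31, camera adjusted p = 0.00112, adjusted p = 0.985 with an estimated correlation). Peroxisomal *prx* genes had 7 of 11 lower and 0 higher (median -0.39) and short-chain dehydrogenases of the *dhs* family 8 of 29 lower and 0 higher, and neither passed (camera adjusted p = 0.0505 for each). In adults, 8 genes had at least 100 counts in wild type and at most 3 in the mutant, and 0 genes the reverse. They were *clx-1* (178 and 3), *F36F12.2* (111 and 3), *oac-39*, *scl-11*, *scl-12*, *scl-13*, *ZK228.3* and *ZK228.4*. Of these, only the ZK228 pair had more than 28 counts over the wild-type L1 libraries.

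In the germline, oocyte and cell cycle lists 38 genes rose in mutant L1 libraries, and each list passed camera with a preset but not with an estimated correlation (adjusted p = 0.573). RNA of adults in these libraries is argued against, because the yolk and sperm genes gained 2.49 CPM (SE 1.54) where 1665 CPM would be needed, a ratio of 0.00334 with 2 SE added. A library factor moves all genes alike, so scaling alone would not set a list apart from other genes within a library. The lists' mean log2 CPM less that of other genes was at least 0.31 higher in each mutant than in each wild-type library. Replicates differed by at most 0.28. The highest camera adjusted p under RLE and total count scaling was 2.56e-04. Both values compare a list with other genes, for lists that had already passed camera, so neither is a separate test of scaling. A trend with expression and coding length is argued against by a lowest list percentile of 100 among matched lists. A larger share of unhatched embryos or a younger mutant population cannot be told apart from a change within larvae, which is a biological hypothesis: the early zygotic list lay at percentile 75.7, and L1 and adult libraries alone give no value that would exclude it.

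On chromosome V, neighbouring genes were lost or raised together in mutants of both stages. *ZK228.3* and *ZK228.4* (18458241 to 18465426) had 42 and 133 counts over the wild-type L1 libraries and 0 in the mutant. A deleted segment cannot be told apart from other losses. The nearest expressed gene on the left, *txt-8*, had a log2 fold change of 0.60 in adults (33 and 32 counts) and 0.20 in L1 larvae. That on the right, *Y51A2D.18*, had 0.10 and -0.50 (edgeR adjusted p = 0.0428). Each was past the bound set beforehand in 1 stage only. Between them, *srw-82* (7 and 8 wild-type counts in L1 larvae and adults), *ZK262.9* (7 and 2) and *ZK228.1* (0 and 2) had 0 counts in every mutant library. Other genes between them kept low counts in the mutant. In wild-type and mutant L1 larvae these were *srj-26* (5 and 8) on the left, and *srh-182* (5 and 6), *srh-181* (4 and 5), *srh-179* (12 and 16) and *srh-178* (6 and 7) on the right. *ZK262.4*, on the left, had 9 and 10 in adults. The longest run, 11 genes from *Y39B6A.43* to *Y39B6A.33* (18960964 to 19006722), rose in L1 larvae with a median of 1.04, and all 11 lay above 0 in the adult libraries, which took no part in finding it, with a median of 0.5985. As fold changes the medians were 2.05 in L1 larvae and 1.51 in adults. Single genes ranged from 0.62 to 1.96 in L1 larvae and from 0.35 to 1.29 in adults, as log2 fold changes. A duplicated segment in the mutant strains was a hypothesis drawn from the L1 values before the adult values of these genes were seen. The adult median lay within the bounds set for it, but shared regulation could also raise these genes together, and the values do not tell them apart. The next tested gene on the left, *ztf-20*, had log2 fold changes of 0.69 in L1 larvae (edgeR adjusted p = 0.129) and 1.39 in adults. Beyond it, *hrg-10* (1.36 and 1.43) and *ptr-22* (0.96 and 1.72) were higher in both stages while *cyp-42A1* was not (L1 log2 fold change -0.00079). The run's medians leave these genes out, so the raised stretch may extend past the run. On the right, the next tested gene, *Y39B6A.29*, had -0.22 and -0.25.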
